A study of Mycolicibacterium smegmatis with 4 samples. Its data were reported in "Nitrogen starvation-induced transcriptome alterations and influence of transcription regulator mutants in Mycobacterium smegmatis" (2013).

How the data were processed

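Strains SMR5 (wild type) and MH1 (glnR deletion) were starved of nitrogen for 30 min, and their RNA was hybridised to custom Agilent 2-colour arrays, as the authors describe. The deposited scanner files hold spot intensity values in green (Cy3) and red (Cy5) as given by Feature Extraction 9.5.3.1, per the file headers, together with local background, 0/1 flags such as well above background, and processed intensity values that the authors' software had background-subtracted, detrended, filled with surrogates for dim spots and dye-normalised by a linear and a lowess step. A deposited table of log2 ratios comes from the authors' processing in GeneSpring XI. Each of its columns correlated at 0.9999 or more with the log2 ratio of processed signals of its array turned to wild type over mutant, which gives the direction. Slopes on that ratio lay from 0.9999 to 1.0001, so the scale is log2, and the median difference from it was 0, so no further centring was seen. The column medians were -0.054, -0.044, -0.046 and -0.039. The genome build behind the probes is not given in the sources used here, so no coordinates are reported; gene names come from the array descriptions and, for 6398 of 6760 genes matched by locus tag, from the RefSeq gene table of assembly ASM1500v1.

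Mean spot signals and local median backgrounds were corrected with normexp (offset 50) and normalised by loess within each array in limma 3.58.1 (R 4.3.3, statmod 1.5.0). Control spots (536 of 14056) had weight 0 in loess and were then left out, as were 14 outlier-flagged measurements of gene spots. No gene spot was saturated. Ratios were turned to wild type over mutant by the dyes in the labels, the 2 spots of a gene were averaged, and then the dye swap pair of each replicate number, so that n = 2. The files held 1 probe sequence per gene, where the methods name a pair of probes. A gene was tested when both of its spots were well above background in the wild-type channel of all 4 arrays or in the mutant channel of all of them, which kept 6144 genes and left out 616. Replicate means were tested against 0 with lmFit and eBayes and Benjamini-Hochberg adjustment, and a gene was called at adjusted p under 0.05 and at least 2-fold. The plain test of the authors' methods was replaced because of the 2 replicates and kept as an alternative under the name the methods' t-test. The p values rest on the spread between the 2 replicate numbers, moderated by eBayes over all genes (4.34 total degrees of freedom). They do not measure the spread of each gene alone. The authors' methods call these replicates biological, and the labels do not describe them further. For a gene not well above background on any array of a strain, the fold is a bound: the mean of the brighter strain over the mean of, per array, the higher of the lowest signal well above background and the probe's own signal, both from channel levels after loess and Aquantile.

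Gene lists and the rule for named genes were fixed before the data were examined. Many members of the ammonium, nitrate, urea, AmtR cluster and purine lists are, however, in the study's table of genes higher in the wild type. That table came from these arrays, so counts and tests of these lists are not independent evidence. The same holds for the amino acid, peptide transport, molybdopterin, amidase and hydrogenase lists, some of whose called members are in the study's tables. Named are glnR, the quantitative PCR control gap, the 12 largest higher and 8 largest lower called genes with the same sign on all arrays, the 4 members with the largest ratio of each list, all members of the AmtR cluster and the glnR neighbours, and genes quoted from the study. Genes named outside this rule (MSMEG_1294, MSMEG_2905, MSMEG_3143, MSMEG_3564, MSMEG_4063, MSMEG_5141, MSMEG_5734, MSMEG_6258 and those in the closing observations) were chosen after their values were seen. Lists were tested with cameraPR on the moderated statistics (preset inter-gene correlation 0.01, two-sided, adjusted over all lists). With a correlation estimated from the 4 arrays no list passed the threshold. Lists by annotation words use array descriptions that are cut off in the files, so members can be missed. The upstream region of glnR itself was not bound, and glnR was left out of the promoters not bound because it is the deleted gene. The list of quantitative PCR targets was taken from the running text of the study. Bound and not bound promoters were compared by 100000 permutations.

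The gene test, the list test and the permutation test were tested on simulated data. In simulated arrays over 6144 genes with known changes between wild type and mutant, true log2 ratios of 1, 2 and 4 came out at medians of 0.71, 1.41 and 3.03, and 6.45%, 75% and 100% of the changed genes were called in the right direction, so recovered ratios were smaller than the simulated ones. Of 5968 unchanged genes, 0 were called, while 19 passed the adjusted p threshold alone. Replicate effects were drawn separately for each gene, so the simulation held no groups of genes that shift together in 1 replicate. Whether replicate numbers pair the arrays was checked by the differences between replicates 1 and 2, which correlated at 0.83 over genes between the dye orientations. All 4 arrays came from 1 slide and 1 scan. Alternatives were processed signals, no background subtraction, an offset of 10, median centring, other filters, the 4 arrays with a dye coefficient, other moderation, the methods' t-test, the deposited log2 ratios, other thresholds, leaving out each replicate or array, an estimated inter-gene correlation and shortened lists. Added after seeing the data were the replicate block without a dye coefficient and z-scores in the list test.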

Results

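Transcript levels of nitrogen-starved Mycobacterium smegmatis were compared between the wild-type strain SMR5 and strain MH1, which lacks glnR (MSMEG_5784), the gene of an OmpR-type transcription regulator. Both strains had been starved for 30 min. RNA of 2 replicate pairs was hybridised to 2-colour arrays, each pair in both dye orientations, which gave 4 arrays. Each array carried 6760 genes as 1 probe in 2 spots. Median spot signals lay between 220.2 and 255 in red over a background of 52 to 53.5, and between 122 and 131 in green over a background of 38 to 41.5. Of the gene spots, 95.8% to 98% were well above background in red and 91.5% to 92.2% in green. All ratios are given as log2 of wild type over mutant, so positive values stand for more transcript in the wild type. The number of arrays limits the precision.

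The deleted gene was examined first. The glnR probe (MSMEG_5784) gave a log2 ratio of 2.49 and 2.42 on the arrays with wild-type RNA in Cy5 and of 2.43 and 2.52 on those with wild-type RNA in Cy3. The mean was 2.46 ± 0.0055 (SD, n = 2), a 5.52-fold difference (limma, adjusted p = 1.94e-05). Wild-type signal of this probe was well above background on 4 arrays, mutant signal on 2 of 4. Its log2 ratio was 4.30 with Feature Extraction's processed signals and with the deposited log2 ratios, and 3.47 with an offset of 10 in the background correction. Whether the probe lies inside the deleted part is not given in the sources used here. The glyceraldehyde-3-phosphate dehydrogenase gene gap (MSMEG_3084), a glycolytic gene that served the study as its control in quantitative PCR, had a log2 ratio of -0.20 ± 0.049 (SD, n = 2). It had the same sign on all 4 arrays and passed the adjusted p threshold (limma, adjusted p = 0.037) without reaching 2-fold.

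Which transcripts depend on glnR under starvation was asked by comparing the strains over 6144 genes. In the wild type, 157 genes were at least 2-fold higher and 18 genes at least 2-fold lower than in the mutant (limma, adjusted p under 0.05). At 3-fold the numbers were 102 and 5. The gene MSMEG_2526, annotated as a copper methylamine oxidase, which releases ammonium from amines, had the largest ratio, 5.51 ± 0.073 (SD, n = 2), or 45.7-fold. It was followed by the PII signalling protein gene glnK (MSMEG_2426, 45.3-fold), urtA (MSMEG_2982, 39.7-fold), which encodes the binding protein of a urea transporter, and the ammonium transporter gene amtB (MSMEG_2425, 38.3-fold). Further large ratios belonged to a response regulator gene (MSMEG_1082, log2 ratio 5.14 ± 0.13), an amino acid permease gene (MSMEG_0781, 4.96 ± 0.098), the glutamine synthetase gene glnA (MSMEG_4290, 4.88 ± 0.036), a carbon-nitrogen hydrolase gene (MSMEG_0571, 4.83 ± 0.018), the nitrite reductase gene nirB (MSMEG_0427, 4.81 ± 0.16) and a nitrite extrusion protein gene (MSMEG_0433, 4.79 ± 0.23; SD, n = 2 for each). The unnamed genes MSMEG_1987 and MSMEG_4636 stood at 4.74 ± 0.13 and 4.52 ± 0.095. These 12 genes had adjusted p values of at most 2.54e-05. All 175 genes that passed both thresholds had the same sign on all 4 arrays. One of them, MSMEG_1294, annotated as allantoicase, was not well above background in the mutant on any array, and its wild-type signal was at least 2.53-fold higher than that of the mutant (limma, adjusted p = 1.54e-04). Another 10 genes called higher were well above background on only some of the mutant arrays. A further 1500 genes passed the adjusted p threshold with smaller ratios. With the methods' t-test on the 2 replicate means, 148 genes were higher and 14 lower at 2-fold without adjustment, and 0 and 0 after Benjamini-Hochberg adjustment. On the 4 arrays taken singly it gave 157 and 18 after adjustment. The 2 arrays of a replicate are dye swaps of the same pair and not independent, so these counts overstate the replication. Single replicates allow no test, and by fold alone 194 genes were 2-fold higher and 14 lower in replicate 1, against 161 and 28 in replicate 2. With Feature Extraction's processed signals, the numbers at 2-fold were 227 and 43, and the median log2 ratio of the 157 genes was 3.04 in place of 2.06.

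**Figure D1:**
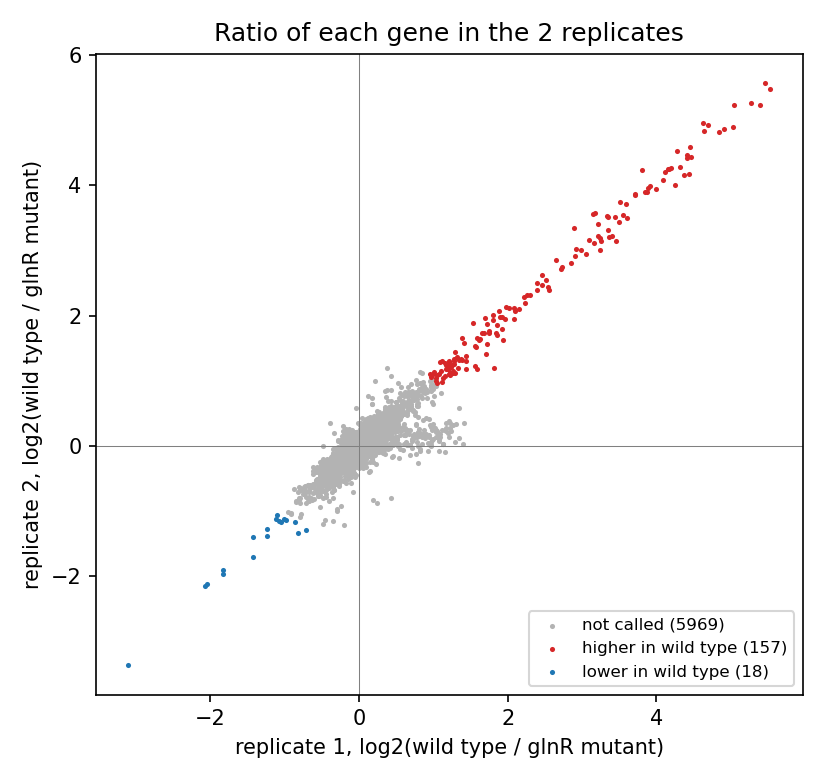
Log2 ratio of wild type over glnR mutant in replicate 1 (horizontal axis) and replicate 2 (vertical axis), each the mean of a dye swap pair, with 1 point per tested gene. The 157 genes called higher lie at the upper right, the 18 called lower at the lower left, and the correlation over all genes was 0.95.

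Genes for uptake and assimilation of ammonium were among those with the largest ratios. In the list of ammonium and glutamine genes, 11 of 22 tested members were higher in the wild type, 0 lower and 11 not called (median log2 ratio 1.41, adjusted p = 6.48e-63 by cameraPR and adjusted p = 0.444 with an estimated correlation). Next to amtB, glnK and glnA, a second glutamine synthetase gene (MSMEG_4294) had a log2 ratio of 4.42 ± 0.0062 (SD, n = 2). The uridylyltransferase gene glnD (MSMEG_2427), whose product modifies PII proteins, reached 11.7-fold and the ammonium transporter gene amt1 (MSMEG_6259) 10.8-fold. Genes for nitrate and nitrite use were higher as well. Of that list, 7 of 10 tested members were higher in the wild type, 0 lower and 3 not called (median 3.79, adjusted p = 1.55e-36 by cameraPR and adjusted p = 0.542 with an estimated correlation), including nirD (MSMEG_0428, 21.1-fold), the small subunit of nitrite reductase, and the molybdopterin oxidoreductase gene MSMEG_6816 (21.6-fold). The median of the nitrate and nitrite list was 4.71 with processed signals. Counts of both lists were the same when adjusted over the list alone. Many members of these lists, and of the urea, AmtR cluster and purine lists below, are in the study's own table from these arrays. Their counts and tests are therefore not independent evidence of direction.

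Of the urea genes, 9 of 20 tested members were higher in the wild type, 0 lower and 11 not called (median 0.78, adjusted p = 2.21e-26 by cameraPR and adjusted p = 0.158 with an estimated correlation), and 9 higher and 0 lower when adjusted over the list alone. The transporter genes urtC (MSMEG_2980), urtB (MSMEG_2981) and urtE (MSMEG_2978) stood at 3.89 ± 0.016, 3.30 ± 0.22 and 3.22 ± 0.041 (SD, n = 2 for each). In the cluster of the regulator AmtR, 5 of 6 tested members were higher in the wild type, 0 lower and 1 not called (median 2.44, adjusted p = 2.54e-19 by cameraPR and adjusted p = 0.47 with an estimated correlation), and 5 higher and 0 lower when adjusted over the list alone. The amino acid permease gene MSMEG_2184 (19.8-fold) and the conserved genes MSMEG_2186 (17.5-fold) and MSMEG_2185 (10.1-fold) had larger ratios than the urea amidolyase gene MSMEG_2187 (2.94-fold) and the allophanate hydrolase gene atzF (MSMEG_2189, 2.48-fold), while the membrane protein gene MSMEG_2188 had a log2 ratio of 0.44 ± 0.082 and was not called. Of the genes for purine and pyrimidine use, 11 of 15 tested members were higher in the wild type, 0 lower and 4 not called (median 2.02, adjusted p = 8.91e-47 by cameraPR and adjusted p = 0.104 with an estimated correlation), and 11 higher and 0 lower when adjusted over the list alone. The largest ratios here belonged to permease genes, MSMEG_5730 (16.9-fold), MSMEG_1293 (7.98-fold), MSMEG_6660 (6.75-fold) and MSMEG_3402 (5.62-fold). With processed signals the median of this list was 2.87.

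Transporters of other nitrogen compounds were compared next. Many called members of the lists in this paragraph are in the study's own table from these arrays. These counts and tests are therefore not independent evidence of direction either. Of the amino acid permease and transport genes, 14 of 34 tested members were higher in the wild type, 0 lower and 20 not called (median 0.75, adjusted p = 1.19e-22 by cameraPR and adjusted p = 0.136 with an estimated correlation), and 14 higher and 0 lower when adjusted over the list alone. After MSMEG_0781 and MSMEG_2184, the largest were the carrier gene MSMEG_1052 (11-fold) and the permease gene MSMEG_2525 (9.93-fold). The list median was 0.33 without the filter on dim probes, and the list was still called. Of the peptide transport genes, 3 of 15 tested members were higher in the wild type, 0 lower and 12 not called (median 0.027, adjusted p = 8.54e-05 by cameraPR and adjusted p = 0.542 with an estimated correlation), and 3 higher and 0 lower when adjusted over the list alone. The 3 that were higher are close in locus number, MSMEG_1084 (18.7-fold), MSMEG_1085 (4.16-fold) and MSMEG_1087 (8.73-fold), and MSMEG_0639 had a log2 ratio of -0.51 ± 0.089. The list median was -0.053 with processed signals, 0.0070 without the filter, 0.0087 with median centring and -0.0048 in replicate 1 alone, and its call was lost when z-scores entered cameraPR, as was that of the molybdopterin genes below. Of the molybdopterin genes, 3 of 22 tested members were higher in the wild type, 0 lower and 19 not called (median 0.075, adjusted p = 0.021 by cameraPR and adjusted p = 0.592 with an estimated correlation), and 3 higher and 0 lower when adjusted over the list alone. Beside MSMEG_6816, these were the oxidoreductase gene MSMEG_4206 (10.4-fold) and the dehydrogenase gene MSMEG_1292 (2.22-fold), and MSMEG_0685 stood at 0.49 ± 0.50. The median of this list was 0.048 with processed signals and 0.041 in replicate 2 alone. Of the amidase genes, 5 of 50 tested members were higher in the wild type, 1 lower and 44 not called (median -0.012, adjusted p = 0.0599), and 5 higher and 1 lower when adjusted over the list alone. Formamidase and amidase genes were higher, MSMEG_5358 at 14.6-fold, MSMEG_0566 at 4.37-fold, MSMEG_3403 at 4.05-fold and MSMEG_4381 at 3.92-fold, and the amidohydrolase gene MSMEG_4063 was lower (-1.01 ± 0.41). Several alternatives called the amidase list, among them an offset of 10, processed signals and the filter on both channels. It was also called without the array of replicate 2 that held mutant RNA in Cy5 (median 0.0073). Its median was below 0 in the main processing, while its mean was 0.23 and cameraPR gave the direction as up.

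**Figure D2:**
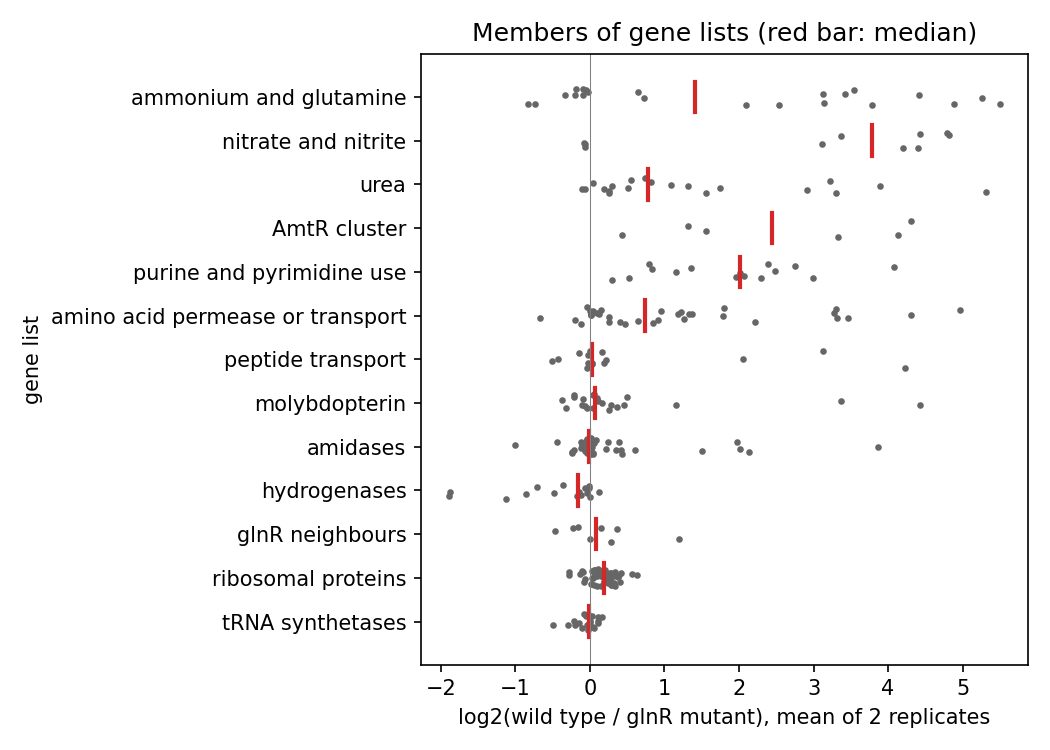
Log2 ratio of wild type over glnR mutant (horizontal axis, mean of the 2 replicates) for the tested members of 13 gene lists (vertical axis), with 1 point per gene and a red bar at the list's median. Medians range from -0.16 for the hydrogenases to 3.79 for nitrate and nitrite.

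Among regulators, 10 of 442 tested members were higher in the wild type, 1 lower and 431 not called (median 0.0017, adjusted p = 0.925), and 10 higher and 1 lower when adjusted over the list alone. Besides glnK, which the annotation words place here, and MSMEG_1082, the putative regulator gene MSMEG_0778 (7.11-fold) and the GntR-type regulator gene MSMEG_6881 (5.83-fold) had the largest ratios, and the regulator gene MSMEG_2905 was lower (-1.06 ± 0.11). Of the sigma factor genes, 1 of 28 tested members was higher in the wild type, 0 lower and 27 not called (median -0.010, adjusted p = 0.712), and 1 higher and 0 lower when adjusted over the list alone. The called member was sigJ (MSMEG_6817, 2.71 ± 0.00047 (SD, n = 2)), an alternative sigma factor gene, whereas the anti-anti-sigma factor gene MSMEG_6127 and the sigma factor genes MSMEG_0574 and MSMEG_1666 stood at -0.39, 0.34 and 0.34. Of the iron uptake and siderophore genes, 1 of 13 tested members was higher in the wild type, 0 lower and 12 not called (median -0.088, adjusted p = 0.578), and 1 higher and 0 lower when adjusted over the list alone. The called member was a putative ferric uptake regulator gene (MSMEG_0429, 3.56-fold), and MSMEG_2511, MSMEG_0011 and MSMEG_4487 stood at -0.48, -0.28 and -0.25. With processed signals the medians were -0.051 for the regulators, -0.092 for the sigma factors and -0.21 for iron uptake.

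Fewer transcripts were lower in the wild type than in the mutant. The largest of these differences was that of the unnamed gene MSMEG_1999, with a log2 ratio of -3.23 ± 0.19 (SD, n = 2), or 9.41-fold lower, followed by MSMEG_3680 (4.32-fold) and the transmembrane protein gene MSMEG_1738 (4.23-fold). MSMEG_4500 was 2.65-fold lower, less than hypC, hypD and aceA, which are given next. Hydrogenase maturation genes were lower, with hypC (MSMEG_2274) at -1.89 ± 0.10, hypD (MSMEG_2275) at -1.87 ± 0.055 and hypE (MSMEG_2276) at -1.12 ± 0.0048 (SD, n = 2 for each), and hypA (MSMEG_2272) stood at -0.85 without reaching 2-fold. Of all hydrogenase genes, 0 of 16 tested members were higher in the wild type, 3 lower and 13 not called (median -0.16, adjusted p = 1.84e-05 by cameraPR and adjusted p = 0.224 with an estimated correlation), and 0 higher and 3 lower when adjusted over the list alone. The list median was -0.52 with processed signals and -0.29 with an offset of 10. Since hypC and hypD are in the study's own table from these arrays, this list is not independent evidence of direction. The gene of isocitrate lyase, aceA (MSMEG_0911), an enzyme of the glyoxylate cycle, was 2.94-fold lower and panB (MSMEG_4298), which acts in pantothenate synthesis, 2.47-fold lower. Adjusted p values of the named genes that passed both thresholds here were at most 6.80e-04, that of aceA (limma). Of the further genes called lower, acnA (MSMEG_3143), the gene of aconitase in the citric acid cycle, stood at -1.11 ± 0.085 and bfr (MSMEG_3564), which encodes the iron storage protein bacterioferritin, at -1.07 ± 0.36.

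Lists of basic cell functions were compared as well. Of the ribosomal protein genes, 0 of 56 tested members were higher in the wild type, 0 lower and 56 not called (median 0.19, adjusted p = 0.31), with rpsF (MSMEG_6897) at 0.63, rplJ (MSMEG_1364) at 0.56, rpsM (MSMEG_1521) at 0.41 and rpsL (MSMEG_1398) at 0.41. This list and that of the ATP synthase and respiratory chain genes were called when z-scores entered cameraPR. No member of the 22 tRNA synthetase genes was called (median -0.014, adjusted p = 0.461), and leuS (MSMEG_6917), tyrS (MSMEG_3758) and valS (MSMEG_4630) stood at -0.29, -0.21 and -0.20. MSMEG_4189, which the array describes as cysS and the reference names mshC, a ligase gene of mycothiol synthesis, stood at -0.49. Likewise none of the 25 ATP synthase and respiratory chain genes was called (median -0.061, adjusted p = 0.244), with atpA (MSMEG_4938), atpB (MSMEG_4942), atpG (MSMEG_4937) and ctaD (MSMEG_1040) at -0.39, -0.37, -0.36 and -0.30. Of the chaperone genes, 0 of 13 tested members were higher in the wild type, 1 lower and 12 not called (median -0.097, adjusted p = 0.114), the called one being hypC, and groL (MSMEG_0880), grpE (MSMEG_0710) and dnaK (MSMEG_0709) stood at 0.36, -0.24 and -0.24. Of the universal stress and dormancy genes, 0 of 15 tested members were higher in the wild type, 0 lower and 15 not called (median -0.040, adjusted p = 0.578), with MSMEG_1411, MSMEG_4207, dosR (MSMEG_5244) and MSMEG_4362 at -0.81, 0.47, 0.46 and -0.20. No gene was called among 27 mce protein genes (median -0.012, adjusted p = 0.578), 33 cytochrome P450 genes (median -0.031, adjusted p = 0.461) and 59 transposase genes (median 0.0014, adjusted p = 0.499). Examples from these lists were the mce gene MSMEG_0134 at 0.19, the P450 gene MSMEG_0968 at 0.39 and the transposase gene MSMEG_1250 at 0.59. With processed signals, where the median of all tested genes was -0.062 against -0.0021 here, the list medians were -0.16 for ATP synthase and respiratory chain, -0.15 for chaperones, -0.11 for universal stress and dormancy, -0.11 for cytochrome P450, -0.092 for mce proteins, -0.089 for tRNA synthetases and -0.081 for transposases. In the lists of this paragraph the counts were the same when adjusted over the list alone. Medians and means differed in sign for the sigma factor, iron, amidase, starvation-decreased and transposase lists, with means of 0.090, 0.030, 0.23, -0.016 and -0.0013.

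The ratios were also set against the genes that the study found changed by starvation of the wild type, measured on other arrays. Whether these share starved wild-type RNA with the arrays used here is not known, so the list is not independent evidence of direction. Of the starvation-increased genes, 111 of 284 tested members were higher in the wild type, 3 lower and 170 not called (median 0.66, adjusted p = 4.07e-107 by cameraPR and adjusted p = 0.0704 with an estimated correlation), and 111 higher and 3 lower when adjusted over the list alone. The lower ones were aceA, bfr and panB. The list median was 0.96 in replicate 1 and 0.45 in replicate 2, and 46 of its members belonged to 90 genes whose log2 ratio was larger by more than 0.6 in replicate 1. Of the starvation-decreased genes, 0 of 231 tested members were higher in the wild type, 1 lower and 230 not called (median 0.0071, adjusted p = 0.284), and 0 higher and 1 lower when adjusted over the list alone. The called one was MSMEG_1999, and the ribonucleotide reductase gene nrdE (MSMEG_1019) and the porin genes MSMEG_5483 and MSMEG_0520 stood at -0.80, 0.76 and 0.72. The median of this list was -0.043 in replicate 2 alone.

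Promoters that GlnR bound in the study's gel retardation assays were compared with promoters given as unspecific or no binding, here called not bound. The 11 genes with bound promoters had a mean log2 ratio of 4.46 ± 0.77 (SD across genes) and the 13 genes with promoters not bound 2.70 ± 1.75. The difference of 1.76 was larger than chance allocation of genes gave (two-sided permutation test across genes, p = 0.00534). The group not bound includes genes that were not called, given below, which lower its mean. It is therefore not a comparison among called genes alone. The group not bound also holds urtB, from the same urt cluster as urtA, whose upstream region was bound. All 11 bound genes were called higher (median 4.42, adjusted p = 2.48e-181 by cameraPR and adjusted p = 0.104 with an estimated correlation). Of those not bound, 10 were called higher (median 3.30, adjusted p = 1.07e-65 by cameraPR and adjusted p = 0.118 with an estimated correlation), such as nirB and MSMEG_6734, which is annotated as a desulfurisation enzyme (19.2-fold), while MSMEG_5141, MSMEG_5734 and MSMEG_6258 stood at -0.081, 0.094 and 0.28. The list of quantitative PCR targets holds the genes named in running text and is shorter than the count of targets that the study gives elsewhere, so its count and test cover these genes alone. All 18 genes of the list were higher in the wild type (median 4.35, adjusted p = 7.77e-302 by cameraPR and adjusted p = 0.104 with an estimated correlation). With processed signals the medians were 5.09 for the bound and 5.05 for the quantitative PCR list, and with an offset of 10 that of the bound was 5.04. Counts in these lists were the same when adjusted over the list alone. The quantitative PCR was run to check the array results. The study picked the promoters and the quantitative PCR genes with these arrays in hand, by a rule that is not known in full. The direction of either list is therefore not independent evidence, and genes are not independent replicates.

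Genes next to glnR were read for a change beside the deletion. Of the 8 neighbours, 1 of 8 tested members was higher in the wild type, 0 lower and 7 not called (median 0.078, adjusted p = 0.923), and 1 higher and 0 lower when adjusted over the list alone. The acetyltransferase gene MSMEG_5783, named mshD in the reference, was 2.29-fold higher (1.19 ± 0.14 (SD, n = 2); limma, adjusted p = 7.66e-04), and lmeA (MSMEG_5785) on the other side stood at 0.36 ± 0.035. The phosphate transport genes pstS (MSMEG_5782), pstC (MSMEG_5781) and pstA (MSMEG_5780) stood at -0.46, -0.16 and -0.22, and MSMEG_5786, MSMEG_5787 and MSMEG_5788 at 0.00045, 0.15 and 0.29, none of them called. The sign of MSMEG_5786 changed with the processing.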

Values the study reported

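The study reported that 125 genes were higher in the starved wild type than in the glnR mutant by a factor of 3 or more. It gave ratios of 136.17 for urtA, 56 for amtB, 53 for glnK, 34 for glnA, 18 for glnD and 12 for amt1. For glnK the study also listed a ratio of 51.56. In its table urtA had the largest ratio, followed by MSMEG_2526 and MSMEG_6734, an order that differs from the one found here.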

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

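Of the tests in this part, only that of the offset was chosen after the result was seen. The pstC gene (MSMEG_5781) differed in direction between the dye orientations, with a mean log2 ratio of -0.35 on the arrays with wild-type RNA in Cy5 and 0.038 on those with it in Cy3, a difference of -0.39 (dye coefficient of limma, adjusted p = 0.0648). List medians that had opposite signs in the orientations, a difference that was not tested, were those of the peptide transport genes (difference 0.18), the sigma factor genes (0.11) and the mce protein genes (-0.027). The E1A spike-in spots, which no comparison used, had a median red signal of 111 against 55.5 for negative control spots. Each orientation held 2 arrays, too few for a test of single arrays.

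For the genes lower in the wild type, technical explanations were weighed against the glnR deletion. An equal dye effect cancels in the mean of a swap pair by design. A dye effect in only one orientation is argued against, since the median log2 ratio of these genes was -1.19 in one orientation and -1.22 in the other. Dim probes would lose the calls under a filter on both channels, and 18 of 18 genes were still called. The glnR deletion stays open as the biological explanation and was not tested apart from other differences between the strains.

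The ratios were smaller than those from processed signals, where the median log2 ratio of the genes called higher was 0.98 higher. With an offset of 10 in place of 50 that median rose by 0.55, which is consistent with the offset as part of the cause. Loess as the cause is argued against, since median centring changed the median by -0.0069. The rest of the gap was not tested, and no biological explanation was tested.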

How the results depend on the processing

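Of the alternatives, the replicate block and the z-scores were chosen after seeing the data. The 157 higher and 18 lower genes were the same genes with a dye coefficient, an intensity trend and no filter on dim probes, and with the replicate block, which gave 157 and 18 (consensus correlation -0.15) and changed no call of a list except that of the amidases. The fit with a dye coefficient and the methods' t-test on 4 arrays both take the swaps of a replicate as independent. A replicate block with a dye coefficient was not run, since it could not be estimated. Slide or scan as a block and other choices among probes were not run, since there was 1 slide, 1 scan and 1 probe per gene. Leaving out a replicate gives values with no test, so its counts rest on fold alone and are not ranked against counts that also need an adjusted p. The median log2 ratio of all tested genes was -0.0021, but -0.062 with processed signals and -0.024 with median centring, and much of a sign turn near 0 under these settings is this common shift. For lists whose median and mean differ in sign, the amidases and sigma factors among them, the value printed is the median and not the direction of the test. For the named genes, glnR included, 64 comparisons lost a call and 11 gained one. The losses came from the methods' t-test on 2 replicate means, which called 0 genes, and from the 3-fold threshold. The difference between bound and not bound promoters kept its direction under all 21 alternatives run. Those that changed only the gene test or its threshold left the ratios as they were, so they could not alter it. It was also unchanged, at 1.76, without the filter on dim probes and with the filter on both channels. Signal over background limits the values of dim mutant transcripts. Few degrees of freedom are left by the estimated correlation and by the methods' t-test on 2 means, and thresholds change counts by construction. The estimated correlations of the lists that lost a call ranged from -0.063 for promoters not bound to 0.93 for the AmtR cluster. Estimates below the preset 0.01 were those of purine and pyrimidine use (-0.058), qPCR targets (-0.055) and starvation-increased (-0.0014). Those of peptide transport (-0.042), promoters bound (-0.062) and promoters not bound (-0.063) were below it too. This argues against a higher correlation as the cause for these lists. For the other lists, how much the correlation and the degrees of freedom each contributed was not tested. The test with an estimated correlation also took the 4 arrays singly. For the other changes the cause was not tested. With Feature Extraction processed signals, and likewise with the deposited log2 ratios, the genes called were 43 lower, and the sign turned, with -0.092 for MSMEG_5786, -0.045 for starvation-decreased, -0.053 for peptide transport, -0.051 for transcriptional regulators and -0.081 for transposases, and a call was gained at -0.075 for amidases. With no background subtraction, the sign turned, with -0.012 for MSMEG_5786 and -0.015 for transposases. With normexp offset 10, a call was gained at -0.016 for amidases. With median centring in place of loess, the sign turned, with -0.015 for MSMEG_5786, -0.014 for starvation-decreased, -0.022 for transcriptional regulators and -0.037 for transposases. With no filter on dim probes, the sign turned, with -0.00076 for transposases. With both channels well above background on all arrays, the sign turned, with -0.00076 for transposases, and a call was gained at -0.012 for amidases. With the replicate block, a call was gained at -0.012 for amidases. With eBayes with an intensity trend, a call was gained at -0.012 for amidases. With the methods' t-test on 2 replicate means, the genes called were 0 higher and 0 lower, and the call was lost at 2.46 for glnR, 3.79 for nitrate and nitrite, 2.44 for AmtR cluster, 2.02 for purine and pyrimidine use, 0.75 for amino acid permease or transport, 0.027 for peptide transport, -0.16 for hydrogenases, 0.075 for molybdopterin and 3.30 for promoters not bound, and a call was gained at -0.010 for sigma factors. With the methods' t-test on 4 arrays, a call was gained at -0.040 for universal stress and dormancy and -0.012 for amidases. With 3-fold in place of 2-fold, the genes called were 102 higher and 5 lower. With 1.5-fold in place of 2-fold, the genes called were 264 higher and 77 lower. With adjusted p 0.01 in place of 0.05, the call was lost at 0.075 for molybdopterin. With moderated statistics as z-scores, the call was lost at 0.027 for peptide transport and 0.075 for molybdopterin, and a call was gained at 0.19 for ribosomal proteins and -0.061 for ATP synthase and respiratory chain. With estimated inter-gene correlation, the call was lost at 1.41 for ammonium and glutamine, 3.79 for nitrate and nitrite, 0.78 for urea, 2.44 for AmtR cluster, 2.02 for purine and pyrimidine use, 4.35 for qPCR targets, 0.66 for starvation-increased, 0.75 for amino acid permease or transport, 0.027 for peptide transport, -0.16 for hydrogenases, 0.075 for molybdopterin, 4.42 for promoters bound and 3.30 for promoters not bound. Leaving out each replicate or array, values changed from 14 to 28 for the count of genes lower, from -0.021 to 0.022 for MSMEG_5786, from 1.95 to 2.04 for purine and pyrimidine use, from 4.28 to 4.40 for qPCR targets, from -0.047 to 0.11 for peptide transport, from -0.058 to 0.016 for tRNA synthetases, from -0.12 to -0.052 for ATP synthase and respiratory chain, from -0.060 to 0.0080 for sigma factors, from -0.011 to 0.012 for transcriptional regulators, from -0.014 to 0.015 for amidases, from -0.012 to -0.0035 for mce proteins, from -0.011 to 0.0080 for transposases and from 4.33 to 4.50 for promoters bound, and also from -0.043 to 0.030 for starvation-decreased, from 0.041 to 0.12 for molybdopterin, from -0.13 to -0.043 for iron uptake and siderophores, from -0.063 to -0.012 for universal stress and dormancy, from -0.055 to -0.013 for cytochrome P450 and from -0.13 to -0.061 for chaperones.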

Other observations

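In this part, the tests of an array fault, scatter and the genes beside glnR were chosen after the result was seen. A group of genes had larger ratios in replicate 1 than in replicate 2. Between replicates, 90 genes had a log2 ratio larger by more than 0.6 in replicate 1, and 6 in replicate 2, a limit set after seeing the data. The medians of the 90 genes were 0.95 in replicate 1 and 0.10 in replicate 2, and 1 of them was among the genes called higher. None of them belonged to the ammonium, nitrate, urea or purine lists, but these lists are short, so their absence says little. Outside those lists, the asparagine synthase gene asnB (MSMEG_2594, 1.03 and 0.27 in replicates 1 and 2) was in the group. So was an amino acid permease gene (MSMEG_6727, 1.09 and 0.19). They included the UsfY protein gene MSMEG_1769 (1.06 and 0.13 in replicates 1 and 2), the catalase gene katA (MSMEG_6232, 1.34 and 0.12), the DNA-protecting protein gene MSMEG_6467 (1.18 and 0.23), the lycopene cyclase gene MSMEG_2345 (0.85 and 0.027) and a glycogen debranching gene, MSMEG_3186 (1.04 and 0.23). The members of this group were not all near 0 in replicate 2, since genes of the iron-sulfur cluster assembly system were lower there, with sufD (MSMEG_3123) at -0.20 and -1.21.

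Explanations for this group were tested. A dye effect shared by the replicates cancels in the swap-pair means and in the difference within an orientation, so it was not tested. A fault of 1 array is argued against, since the median difference between replicates was 0.82 and 0.83 in the dye orientations. Scatter of single spots is argued against too, since 61 of the 90 genes had another within 3 locus numbers and the highest of 10000 random sets had 25. The wild-type channel level of these genes was higher in replicate 1 by a median log2 value of 0.82, against 0.0012 for the mutant channel, which is consistent with a difference between the wild-type RNA of the replicates and argues against one between their mutant RNA. Which replicate departs is not shown by this test. Whether the wild-type culture, its handling or its RNA preparation differed cannot be settled with 1 sample per strain and replicate.

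A hypothesis was that the deletion changed transcription of the genes on either side of glnR. Their log2 ratios were 1.19 for MSMEG_5783, which was called, and 0.36 for MSMEG_5785, which was not. The criterion first set, at least 1 called gene, was met; after the values were seen it was tightened to both genes, and this was not met. An effect of the deletion on its neighbours and one of the missing regulator cannot be told apart, since the same strain carries both.

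The urtA ratio (MSMEG_2982) here was 39.7-fold and the glnD ratio (MSMEG_2427) 11.7-fold, with amtB (MSMEG_2425) at 38.3-fold, glnK (MSMEG_2426) at 45.3-fold, glnA (MSMEG_4290) at 29.5-fold and amt1 (MSMEG_6259) at 10.8-fold. Each is lower than any value quoted for it from the study above, that of urtA by the widest margin. The offset of 50 lowers such ratios, since the median log2 ratio of the genes called higher was 2.06 with it and 2.61 with an offset of 10. With processed signals that median was 3.04. The spike-in log ratios, set against their expected values by Feature Extraction, had slopes from 0.38 to 0.43 on the arrays. These slopes do not come from the processing used here, so they do not bear on the gap to the study's values.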
